A study of Chlorocebus sabaeus with 10 samples. Its data were reported in "Integrated omics analysis reveals sirtuin signaling is central to hepatic response to a high fructose diet" (2021).

How the data were processed

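Livers of 10 female vervet monkeys, 5 fed the HFr diet and 5 fed chow, were analyzed by small RNA sequencing. Per the labels, tissue was flash frozen, total RNA was isolated with a Zymo Direct-zol kit, and libraries were made with the Illumina TruSeq small RNA kit. According to the study's methods, libraries were sequenced on an Illumina GAIIx instrument, and miRNAs were annotated and quantified with miRDeep2. The submitters' processing notes name cutadapt 1.10 and Bowtie, for which no version was listed. The genome build and the miRNA database release are not given in the sources used here. Every row of the table carries a human miRNA name, which was taken to mean that reads were counted against human mature miRNAs and hairpins. In that case vervet miRNAs that differ from the human sequence can be undercounted.

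The authors deposited raw counts, with normalized values beside them, in 1 table of 2948 rows. Each row is a mature miRNA at 1 of its precursors, and the rows cover 2588 mature names and 1881 precursors. A further 20 columns, raw and normalized values for 10 numbered libraries, bear names that match no sample title or description. They were assigned to no sample and, beyond inspection, were not analysed here. The column used was the authors' total count per row, which pools all libraries. That these libraries are the 10 labelled animals, each once, was taken from their number and could not be checked by name. Libraries sequenced more deeply weigh more in such a total, and 1 of the 10 was seen on inspection to add almost no reads, so the total in effect pools the other 9. It gives neither the depth of each library nor the spread between animals. The tests set out before the data were examined (a test of HFr against chow for each miRNA, tests of miRNA lists, the overall separation of the diets, and differences in library composition) need libraries of known diet and were not run, so fold changes and p-values are not reported. SDs between libraries are not reported either, since columns matched to no sample were left out of every computation.

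A mature miRNA with several precursors appears in several rows, and for most names with at least 100 reads on 2 precursors the rows carry nearly the same count. miR-151b (44 and 1748 reads), miR-194-5p (31630 and 46304 reads) and some names with few reads are exceptions. For each name the row with the highest total was kept, a rule fixed before the data were examined, which gave 2043164 reads. The sum over all rows was 2669761 reads, 1.31 times as many. Shares are percentages of the former. Intervals for shares are 95% Wilson intervals, those for single counts are exact Poisson intervals, and those for ratios of 2 counts come from the exact binomial interval. For a count of 0 the upper limit was taken as 3 reads, a one-sided limit, unlike the intervals. No molecular identifiers are named among the library steps, so reads are not independent molecules, and intervals and limits cover counting error alone and not the spread between animals. The small RNA kit ligates adapters to different miRNAs with different efficiency. Comparisons between miRNAs in these data describe reads, not molecules per cell.

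A total of 22 miRNA lists for cell types, metabolic functions, families, genomic clusters and the miRNAs named by the study were fixed before the data were examined and matched on the name without its species prefix. The lists overlap in part. For example, miR-122-5p and miR-148a-3p are both in the hepatocyte list and in the lipid and cholesterol list. The miRNAs to be named were also fixed in advance: the 10 most abundant, those the study names or lists, and up to 4 of the most abundant members of each list. Members with 0 reads, miR-33a-5p, miR-33a-3p, miR-98-5p, miR-16-5p, miR-526a, the pairs set as ratios and the hairpins described for their arms were chosen after their values were seen. The expected number of names at lower depth was computed for drawing reads without replacement. For the arms, hairpins with both arms named and at least 100 reads were used.

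Alternatives were the sum over precursor rows for the overall composition and a minimum of 10 reads for detection. Chosen after seeing the data were the sum over precursor rows for lists, named miRNAs and the ratio of the most abundant miRNA to the next, the chromosome 19 list without the miR-513 and miR-514 names that its name pattern also took, and counting names of the same arm with identical counts at identical precursors once, which removed 14 names. Intervals were tested on simulated data: over 20 sets of reads drawn from the observed shares of 403 names, 95.2% of the intervals held the true share. The simulated reads were independent, as the intervals assume, so this checks the computation and not how well the intervals suit the real reads. The vervet gene table used here (assembly mChlSab1.0.hap1) lists 0 genes of type miRNA, so genomic positions are not reported. Computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.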

Results

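Small RNA sequencing was used to measure miRNAs, short RNAs that pair with messenger RNAs and lower their translation or stability, in liver tissue from 10 female vervet monkeys. The labels placed 5 animals in the high fructose (HFr) group and 5 in the chow group, and all animals had eaten chow before the study. The question of the design was which hepatic miRNAs differ between HFr and chow livers. That comparison was not made here: the library columns of the count table carry running numbers that match no sample label, so no library could be assigned to an animal or a diet without guessing. The results below describe the pooled count of each miRNA over all libraries of the table, without regard to diet. They have no replicates, no SD between animals and no test of diet. The pool weighs each library by its depth. On inspection 1 of the 10 library columns held almost no reads, so the pool in effect holds the other 9, the diet of the near-empty library is not known, and a value need not hold for each animal. Each percentage is given with its 95% Wilson interval where precision matters, and each interval covers counting error alone.

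The miRNA pool of the vervet livers was dominated by miR-122-5p, the miRNA most characteristic of hepatocytes, which is known to maintain cholesterol and fatty acid gene expression. It contributed 922528 of 2043164 reads, or 45.2% (interval 45.1 to 45.2%). The next most abundant miRNA, let-7a-5p, had 124454 reads (6.09%), so that miR-122-5p exceeded it by 7.41-fold (interval 7.37 to 7.46). These values depended on how miRNAs with several precursors were counted. let-7a-5p stood on 3 rows with 124200 to 124454 reads each. If such rows hold the same reads, adding them counts those reads repeatedly. When the reads of every precursor row were added, the share of miR-122-5p was 34.6%, that of let-7a-5p was 14.0%, and the former exceeded the latter by 2.47-fold. let-7f-5p followed with 96565 reads (4.73%) and miR-21-5p, which is known to respond to liver injury, with 91173 reads (4.46%). The remaining members of the 10 most abundant were miR-378a-3p (2.50%), a regulator of mitochondrial metabolism, miR-194-5p (2.27%), miR-26b-5p (2.20%), miR-26a-5p (2.12%), miR-143-3p (2.07%) and let-7b-5p (1.72%). These 10 miRNAs held 73.3% of the reads and the first 20 held 85.1%. With every precursor row added, let-7f-5p held 7.23% and miR-26a-5p 3.25%, and miR-199a-3p, miR-199b-3p (2.50% each) and miR-16-5p (1.99%) took the places of miR-26b-5p, miR-143-3p and let-7b-5p among the 10.

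**Figure D1:**
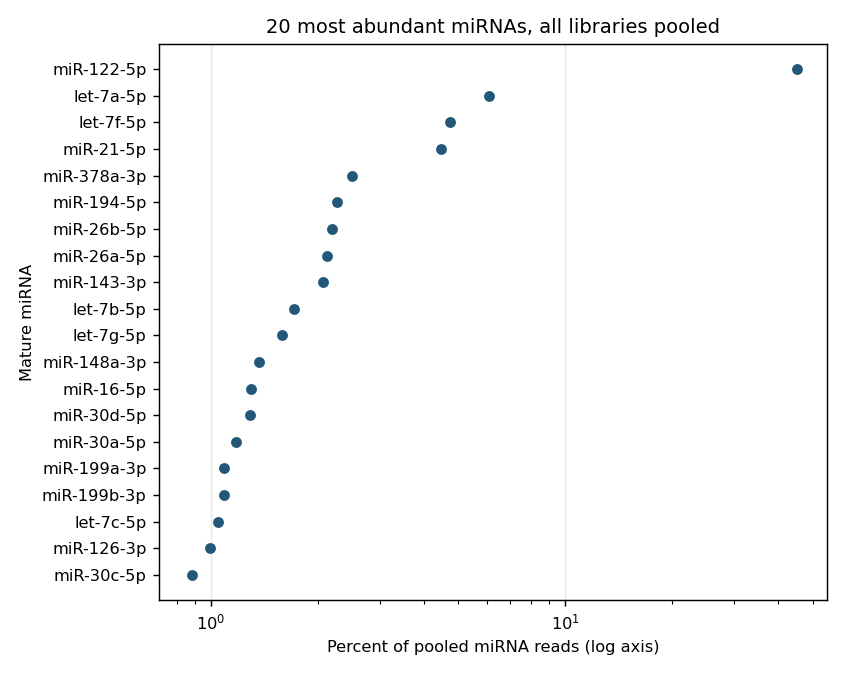
Percent of pooled miRNA reads (x axis, log scale) for the 20 most abundant mature miRNAs (y axis), all libraries together; points are shares and bars 95% Wilson intervals, which are narrower than the points. miR-122-5p stands apart at 45.2%, and every other miRNA lies at or below 6.09%.

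Reads were found for 680 of the 2588 mature miRNA names in the table, or 26.3%. At least 10 reads were found for 403 names, at least 100 for 204 and at least 1000 for 86. The 30 most abundant names accounted for 90% of the reads and 137 names for 99%. At the other end, 119 names rested on 1 read. A count of 0 allows a share of up to 0.000147% (3 reads of the total, a one-sided limit). The two-sided exact Poisson interval runs from 81.4 to 121.6 reads at a count of 100, and from 4.80 to 18.4 reads at a count of 10. Detection was still increasing with depth: drawing 50% of the reads at random would be expected to leave 606 names, and drawing 10% to leave 451.

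Hepatocyte-enriched miRNAs held the largest share of any cell type list. Of its 12 members 11 had reads, and together they made up 50.7% of the pool. Most of this was miR-122-5p, and the other members came to 5.54%, led by miR-194-5p (46304 reads), miR-148a-3p (27892 reads) and miR-192-5p (17980 reads). miR-802, which is linked to hepatic insulin sensitivity, was the member with 0 reads.

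miRNAs listed for other cell types of the liver were also present, at lower levels. All 17 stellate cell and fibroblast miRNAs had reads, and the list held 4.86% of the pool. Its leading members were miR-143-3p (42313 reads), miR-199a-3p and miR-199b-3p (22258 reads each) and miR-125b-5p (5752 reads). The miR-199 pair carries identical counts at identical precursors, and the list share was 3.82% when such names were counted once. With all precursor rows added it was 7.29%. miR-199a-5p had 635 reads. The endothelial list held 1.13%, of which miR-126-3p (20344 reads) made up 88.5%. The other leading members were miR-126-5p (2193 reads), miR-139-5p (202 reads) and miR-218-5p (73 reads). Leukocyte miRNAs held 0.320%, spread over miR-146a-5p (1746 reads), miR-142-3p (1242 reads), miR-146b-5p (969 reads) and miR-155-5p (824 reads). miR-126-3p had 16.4 times as many reads as miR-142-3p (interval 15.5 to 17.4). Red blood cell miRNAs held 0.569%, with 8488 reads of miR-486-5p, 2366 of miR-451a, 664 of miR-144-5p and 79 of miR-16-2-3p. Biliary epithelial miRNAs held 0.0986%, led by miR-200b-3p (763 reads), miR-200a-3p (692 reads), miR-429 (319 reads) and miR-200c-3p (120 reads). miRNAs of muscle and skin, tissues other than liver, held 0.0513%. Of these miR-203a-3p had 592 reads, miR-1-3p 284, miR-499a-5p 119 and miR-206 26, whereas miR-133b and miR-208b-3p had 0. These are shares of miRNA reads and not of cells. The cell type of each list was assumed and not measured, and members can also come from other cells of the tissue.

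**Figure D2:**
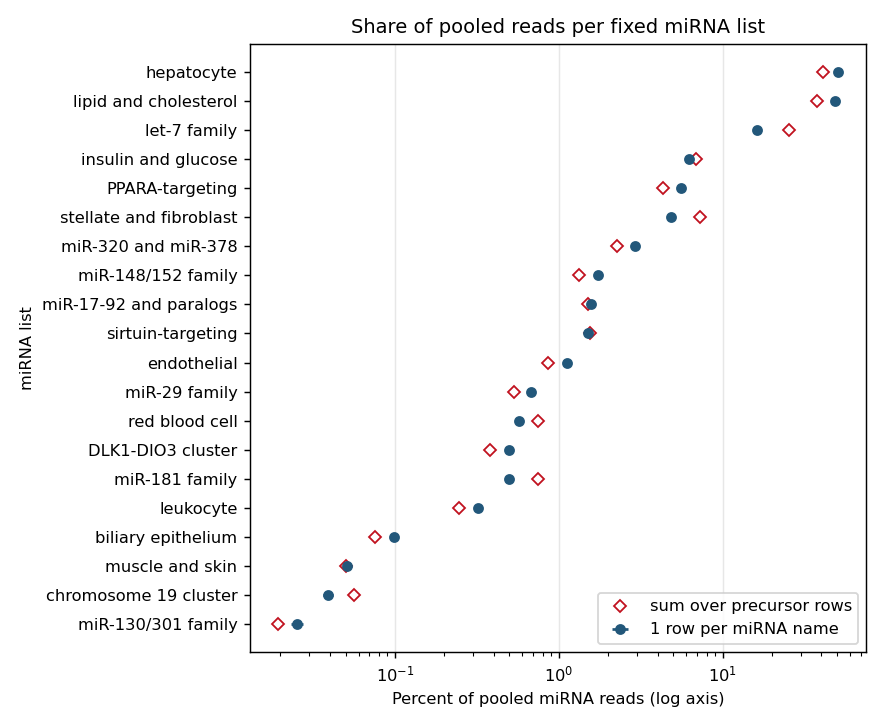
Percent of pooled miRNA reads (x axis, log scale) held by each miRNA list fixed in advance (y axis), without the lists of miRNAs that the study names. Filled points count 1 precursor row per miRNA name with 95% Wilson intervals, mostly narrower than the points, and open diamonds add all precursor rows; the let-7 list is at 16.1% and 25.2%, respectively.

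miRNAs known to act on metabolic genes were widely detected. The lipid and cholesterol list held 48.1% of reads with 16 of 19 members present, and 2.97% without miR-122-5p. The list had 11 members with at least 100 reads. Its other leading members were miR-148a-3p, a regulator of the LDL receptor, miR-30c-5p (18020 reads) and miR-27b-3p (6527 reads). The miR-33 miRNAs, which lie within SREBF genes and act on cholesterol efflux, had few reads. miR-33a-5p had 7 reads (exact Poisson interval 2.81 to 14.4) and miR-33a-3p 13, while miR-33b-5p and miR-33b-3p had 0. The insulin and glucose list held 6.25%, with 15 of the 16 names found in the table present. It was led by miR-26a-5p (43403 reads), miR-143-3p, miR-103a-3p (11249 reads) and miR-29a-3p (10848 reads).

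Sirtuin signaling and the PPARA network were central to the study, so miRNAs known to target sirtuin genes or PPARA itself were listed separately. The lists stand for those genes and not for the rest of the pathway or network. They do not single out SIRT2, the sirtuin that the study places at the center. miR-148-3p and miR-342-5p, which the study ties to members of the PPARA network, are not in the PPARA list. Sirtuin-targeting miRNAs held 1.51% of reads, and 20 of the 21 names found in the table had reads. At least 100 reads were found for 10 of them. The leading members were miR-181a-5p (8413 reads), miR-93-5p (6078 reads), miR-22-3p (5426 reads) and miR-195-5p (4353 reads). PPARA-targeting miRNAs held 5.55%, of which miR-21-5p made up 80.4%. The other leading members were miR-27b-3p, miR-22-3p and miR-20a-5p (5282 reads), and 10 of the 12 members had reads.

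The members of miRNA families differed in abundance. The let-7 family held 16.1% of reads with all 9 members present, from let-7a-5p, let-7f-5p, let-7b-5p and let-7g-5p (32437 reads) down to miR-98-5p (3093 reads). This share was 25.2% when all precursor rows were added. In the miR-148 and miR-152 family (1.73%), miR-148a-3p exceeded miR-152-3p (5978 reads) by 4.67-fold (interval 4.54 to 4.80) and miR-148b-3p (1291 reads) by 21.6-fold (interval 20.4 to 22.9), and miR-148a-5p had 197 reads. In the miR-181 family (0.494%, or 0.747% with all rows added), miR-181a-5p exceeded miR-181b-5p (1514 reads) by 5.56-fold (interval 5.26 to 5.87). miR-181a-2-3p had 45 reads and miR-181d-5p 38. In the miR-29 family (0.676%), which is known to repress collagen genes, miR-29a-3p exceeded miR-29c-3p (2365 reads) by 4.59-fold (interval 4.39 to 4.80), while miR-29b-3p had 405 reads and miR-29c-5p 83. The miR-320 and miR-378 families held 2.93%, with 51168 reads of miR-378a-3p, 6837 of miR-320a, 748 of miR-378i and 516 of miR-378c. The miR-130 and miR-301 family held 0.0254%, with 165 reads of miR-454-3p, 157 of miR-130b-3p, 139 of miR-130a-3p and 37 of miR-130b-5p. Members of a family differ by few bases, and reads can be shared between them.

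The miR-17-92 cluster and its paralogs, which are known for their role in cell growth, held 1.57% of reads with all 18 members present. Of these, 10 had at least 100 reads. miR-92a-3p (6940 reads), miR-25-3p (6242 reads), miR-93-5p and miR-20a-5p led the group. Of the imprinted DLK1-DIO3 cluster, 73 of 90 names had reads (0.494% in all), led by miR-369-3p (1731 reads), miR-379-5p (1712 reads), miR-411-5p (1013 reads) and miR-487b-3p (448 reads). At least 100 reads were found for 23 of the names. The primate chromosome 19 cluster, best known from placenta, held 0.0389% of reads over 40 of 62 names. Only 3 names had at least 100 reads, and many of the others rested on a few reads. The list fixed in advance also took 10 miR-513 and miR-514 names of the X chromosome, and with them held 0.0390% over 42 of 72 names. Its leading names were miR-517c-3p (191 reads), miR-517a-3p and miR-517b-3p (111 reads each) and miR-1323 (81 reads). Several of the cluster's names share their reads: 33 of the 40 were left when names with identical counts at identical precursors were counted once. So counted, the list fixed in advance held 0.0303% of reads.

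Each hairpin can give a mature miRNA from its 5p and its 3p arm, and in these livers 1 arm usually prevailed. Of 179 hairpins with both arms named and at least 100 reads, the 5p arm was the more abundant in 99 and the 3p arm in 77, with 3 undecided by the Wilson interval. The median share of the major arm was 99.1%, and in 9 hairpins the arms lay within 2-fold of each other. The 5p arm of mir-122 held 99.8% of its reads. The 3p arm held 99.5% in mir-378a, 99.3% in mir-148a and 90.3% in mir-126. mir-151a lay near balance, with 1752 reads on the 5p arm and 1597 on the 3p arm, a 5p share of 52.3% (interval 50.6 to 54.0%). mir-574 had 1111 and 819 reads, respectively. Hairpins that give the same mature miRNA share its reads and are not independent. The shared arm can hold reads of another hairpin, so the share of the major arm can be too high. For example, mir-129-1 and mir-129-2 both had 307 reads on the 5p arm, against 1 and 84 on the 3p arm.

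**Figure D3:**
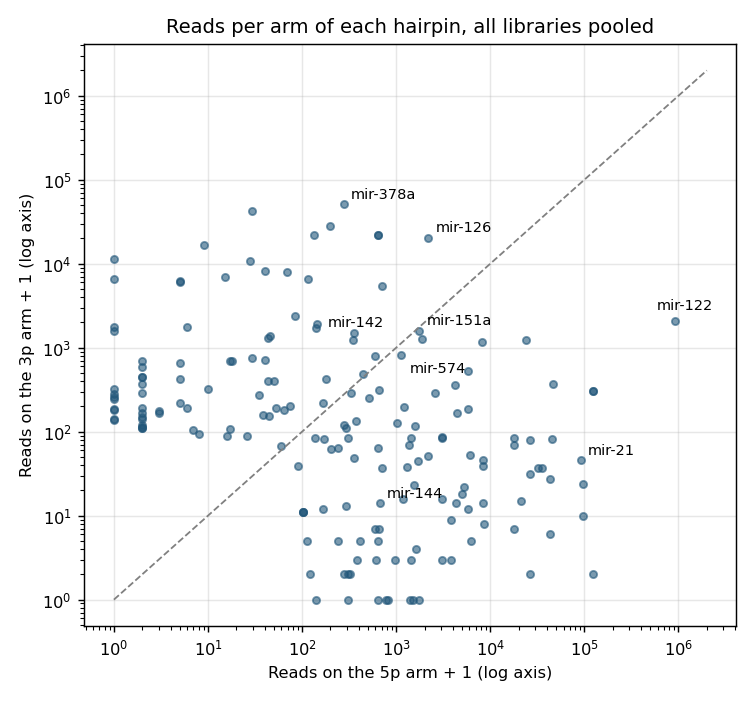
Reads on the 5p arm (x axis) against reads on the 3p arm (y axis) of the 179 hairpins with both arms named and at least 100 reads, each plus 1 on a log axis, all libraries pooled; each point is 1 hairpin and the dashed line marks equal arms. Most hairpins lie far from the line, and mir-151a and mir-574 lie close to it.

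The 4 miRNAs that the study's text names as connecting its networks differed widely in depth. The text writes miR-148-3p without a letter, which was read as miR-148a-3p because the study's list of miRNAs differing by diet holds that name. Pooled over the libraries, miR-148a-3p had 27892 reads, miR-181a-5p 8413, miR-574-5p 1111 and miR-342-5p 74 (exact Poisson interval 58.1 to 92.9). The first rested on 300.1 to 480.2 times as many reads as the last (exact binomial interval). Together the 4 held 1.83% of reads. Among the different names in that list, 15 matched a name in the table and held 4.42% of reads, while miR-344a-5p and miR-526a-5p matched none. The list repeats some names and holds fewer different names than the number of differing miRNAs in the study's text, a gap that its files do not explain. The table holds miR-526a without an arm, with 4 reads, which was not taken as a match. The release of miRNA names behind the list is not known, so a count here need not be that of the RNA the list means. Besides those given above, they were miR-129-5p (307 reads), miR-503-5p (112 reads), miR-320b (91 reads), miR-660-3p (36 reads), miR-193a-3p (12 reads) and miR-129-1-3p (1 read). Both sets were chosen by the study on these samples, so they are not independent evidence, and their pooled counts say nothing of a diet effect.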

Values the study reported

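The study reported 576 known miRNAs that passed its quality filters. It reported that 22 of them differed between livers of HFr-fed and chow-fed animals at an unadjusted p-value below 0.05. It paired 17 of the differing miRNAs inversely with 758 genes or proteins, giving 793 pairs. Its discussion gives a larger number of the 22 as having inversely expressed targets in its activated networks and the sirtuin pathway.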

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

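Adding all precursor rows in place of 1 row per name lowered the share of miR-122-5p from 45.2% to 34.6% and took that of the 10 most abundant miRNAs from 73.3% to 74.2%. Counting names of one sequence once, an alternative chosen after seeing the data, gave 45.7% and 74.1%. These shifts exceed the counting intervals and follow from which rows each alternative adds or leaves out. Where the rows of a name hold the same reads, adding them counts those reads repeatedly. The number of detected names was 680 in both cases of row counting. These counts cannot differ, because a name with reads in any row is detected in both. The number was 666 with names of one sequence counted once, and 403 when at least 10 reads were required. Of the 22 list shares, adding all rows raised 7 and lowered 15, and moved 2 by over 1.5 times, those of the let-7 (25.2%) and miR-181 (0.747%) families. For the 80 named miRNAs it moved 18 by over 1.5 times, up to 2.29-fold higher. Counting names of one sequence once moved none of the lists or of the 78 named miRNAs it left by that much. All 78 rose by the same 1.01-fold, because for them only the total of reads changed. The diets were fed to different animals, and the study describes no pairing of them. The labels repeat the same replicate numbers in both diet groups, which alone does not make pairs. Even by these numbers, no paired analysis was possible because the library columns match no sample. Those columns were used in no computation, so leaving out each library, another normalization, a low-count filter for tests and the tests themselves were planned but not run, and how far 1 library decides a pooled share is not known. Depth limits names with few reads: at a count of 100 the exact Poisson interval runs from 81.4 to 121.6 reads.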

Other observations

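The abundance patterns given here were chosen after their values were seen, as were both tests. miR-20a-5p had 31.6 times the 167 reads of its cluster neighbour miR-18a-5p (interval 27.1 to 37.1). In the erythroid hairpin mir-144, the 5p arm had 664 reads and the 3p arm 13. Some names with many reads are known to overlap other RNA classes or repeats in the human genome. miR-1246, whose sequence resembles a part of the U2 small nuclear RNA, had 1395 reads, and miR-619-5p, which lies in a repeat, had 779 reads. No explanation of these values was tested.

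Some of the miRNAs that the study lists as differing by diet had very few reads in the pooled table under the listed name. The release of miRNA names behind that list is not known, so these counts need not be those of the RNAs the list means. miR-129-1-3p had 1 read over all libraries, so at least 9 of the 10 libraries of the table had 0. The other arm, miR-129-5p, which a second hairpin also gives, had 307 reads, and miR-129-2-3p had 84. miR-193a-3p had 12 reads against 295 of miR-193a-5p, and miR-660-3p had 36 against 708 of miR-660-5p.

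The rows of a mature miRNA with several precursors carried near-equal totals. Of 104 such names with reads, 46 had exactly equal totals. For the 23 names on 2 precursors with at least 100 reads in a row, the squared difference of the 2 totals over their sum had a median of 0.0340. The 23 include both miR-517a-3p and miR-517b-3p, which carry the same counts. Their totals are equal, so counting both pulls the median down, and a median with them counted once was not computed. If each read had been assigned at random to 1 precursor, the lowest median among 10000 simulated sets would be 0.0558, which argues against random assignment. If reads were counted at every precursor they match, adding rows would count them repeatedly. Near-equal totals are what counting each read at every precursor it matches would give. A simulation of that rule gave 0.00045, but it assumed the depth and the number of reads particular to each row. Its gap from 0.0340 therefore cannot count against the rule. Rows with unequal totals hold some reads that differ, so whether all reads followed the rule stays open. miR-151b, with 44 and 1748 reads, and miR-194-5p, with 31630 and 46304 reads, were those of the 23 whose totals differed most as a ratio. No biological explanation was tested.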
